A study of Homo sapiens with 24 samples. Its data were reported in "Dynamic changes in RNA m6A and 5 hmC influence gene expression programs during macrophage differentiation and polarisation" (2024).

How the data were processed

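RNA was immunoprecipitated with an antibody against 5-hydroxymethylcytosine (5hmC), an oxidised form of methylated cytosine, and sequenced from THP-1 cells, a human monocytic leukaemia line. The cells were taken at 4 stages: monocytes (Mo), resting-like macrophages (Mϕ) obtained by differentiating the monocytes, pro-inflammatory macrophages (M1) treated with lipopolysaccharide and interferon gamma, and anti-inflammatory macrophages (M2) treated with IL-4 and IL-13. Each stage had 3 libraries labelled as 5hmC antibody and 3 labelled as no antibody, numbered 1 to 3 in the titles, which gave 24 libraries in 8 groups. Groups and numbers were taken from these labels alone.

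One list of peaks was used per library. Per the labels and the methods of the study, the authors trimmed reads with Trimmomatic, aligned them with STAR to the human genome hg38 with Ensembl annotation, kept uniquely mapped reads and called peaks with MACS2. The libraries carried no molecular identifiers and were amplified by PCR, so reads that pile up at one place are not all independent molecules, and every interval given here covers counting error only. In the deposited lists each peak has the authors' fold enrichment over the background, which is a ratio. Each peak also has the −log10 of its p-value and q-value, as deposited, and a score, as deposited. The score is 10 times the −log10 q-value cut to a whole number for 99.92% to 100% of the peaks per list. The authors' threshold was read from the lists: the smallest −log10 q-value in any list was 1.30, which is a q-value of 0.05. Peaks were called by the authors in each library separately and not on pooled replicates. The fold, p-value and q-value were used to rank or filter peaks within a list and to give a median fold per list. The fold and p-value were also used to recover the reads behind each peak, as described below. The lists hold no read counts per peak and library, so the count model the study used for differential peaks was not run here. No pair among the 276 pairs of lists held identical intervals.

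Before any comparison the lists were tested for what they hold. MACS2 computes the fold as (pileup + 1)/(background + 1) and the p-value from a Poisson distribution, so the pileup and the background behind each peak were solved from the deposited fold and −log10 p-value. In the antibody-labelled lists, between 95.9% and 99.98% of the peaks per list had a background that was a whole number of reads of the same library in the surrounding 10 kb, which is what MACS2 gives when it is run on a single library without a control. In the no-antibody-labelled lists the background followed a second library, with the larger of the 2 libraries scaled down to the smaller, and 3 of 12 lists had their own library scaled. The scale recovered accounted for 44.1% (Mo-labelled replicate 3) to 100% of the tested values per list, and for 60.7 to 65.8% in Mo-labelled replicate 2, M1-labelled replicate 3 and the 3 lists labelled M2, so this arrangement is less closely shown than that of the antibody-labelled lists. The number of reads behind each of these lists was computed from the genome-wide background with the preset genome size of MACS2 for human, 2700000000 bases. If another size was used, every read number given here scales with it. These are the reads used in peak calling, left after unique mapping and any removal of duplicates, and not the reads sequenced. The methods of the study describe peaks of immunoprecipitated samples called over the corresponding input. The files show the reverse arrangement for the labels, so the text writes antibody-labelled and no-antibody-labelled for what the labels say and takes neither as the immunoprecipitated sample.

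The lists used chromosome names of the human genome, and 0 of 93655 peaks lay past the end of their hg38 chromosome. The genome sequence was hg38 and the annotation GENCODE release 44 on the same build. Overlapping intervals within a list were merged into regions, and the merged region kept the summit of its strongest peak. Regions of several lists were joined where they shared at least 1 base. A region counted as reproducible in a stage when at least 2 of 3 libraries held it. Similarity of 2 lists was the Jaccard index, the bases covered by both lists divided by the bases covered by either. Each summit was given to the 5′ UTR, 3′ UTR, CDS, non-coding RNA exon or intron of the canonical transcripts, in that order, and otherwise to intergenic sequence. The motifs TCC, CCG and CA were counted on the strand of the overlapping gene in a window reaching 50 nt to each side of the summit and in windows of the same size centred 500 nt away on both sides. Summits outside genes, or in genes on both strands, were left out of the motif counts.

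The comparisons and tests were fixed before the data were examined. Antibody-labelled and no-antibody-labelled libraries were compared over 12 pairs of the same stage and number by an exact two-sided sign-flip permutation test, whose smallest possible p-value is 0.000488. Stages were compared by exact two-sided permutation of the libraries, where 3 against 3 cannot give a p-value under 0.1 and Mo against the 9 macrophage libraries cannot go under 0.00455. Similarity within and between stages was tested one-sided over all 15400 ways to divide 12 lists into 4 groups of 3. Regions specific to Mo were those with a peak in 3 of 3 Mo-labelled and 0 of 9 macrophage-labelled libraries, and regions specific to macrophages those in 0 of 3 and at least 7 of 9. For a pair of stages, a specific region had a peak in 3 of 3 libraries of one stage and 0 of 3 of the other. These counts were tested one-sided against all other splits of the same libraries. P-values for locations were adjusted by the Benjamini-Hochberg method over 6 classes and for motifs over 3. The genes named were those the study names for 5hmC, whatever their values, with MYC, which it names as not modified. The regions named were the 5 with the best mean rank of fold among regions in all 12 antibody-labelled libraries, and up to 5 specific to Mo or to macrophages by the same rank.

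The pairing of each no-antibody-labelled list with the same-numbered antibody-labelled list follows the labels, and read numbers of the controls, given in the report, bear it out for 6 of 12 pairs. Libraries of different stages with the same number were also tested for deviating together, and that check is given in the closing section. The following was added after the data were seen: stage comparisons of the no-antibody-labelled lists, 4 lists of marker genes (interferon response, undifferentiated cell, macrophage differentiation and interleukin 4 response) used to check the stage labels, the repeat TCCTCC, all basic transcripts in place of canonical ones, counts of reproducible and specific regions without each replicate number, and comparisons without Mo replicate 1. Location shares between all 4 stage labels and the relation of region numbers to depth were also added then. The marker lists hold 28, 24, 24 and 20 genes and were written down before their peaks were counted. The peaks of APOE, which is in the macrophage differentiation list, had been seen by then. No gene is in more than 1 list, and APOE and FN1 are also among the genes the study names.

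The alternatives tried were a stricter threshold (−log10 q-value of at least 5), chromosomes 1 to 22, X and Y only, unmerged intervals, lists cut to equal length, an overlap of at least 50% of the shorter interval, presence in 3 of 3 libraries, the share of overlapping regions in place of the Jaccard index, location by whole interval, control windows from the same annotated class, a window of 51 nt, fits with or without the replicate number as a block, and leaving out each replicate number in turn. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0. They were tested on simulated data. In 12 simulated lists over 3000 regions, with 60 regions placed in Mo only, the comparison of Mo with macrophages found all 60. It also called 93 regions specific to macrophages, where 60 had been placed, and 27 when none had been placed, so part of such a count arises by chance. The recovery of pileups returned the true value for 100% of 2000 simulated peaks with whole pileups and for 100% of 1000 with scaled pileups. The latter stood for lists whose own library was scaled. Recovery of the scale of a control was not simulated, so these shares do not cover the read numbers of scaled controls.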

Results

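5hmC RNA immunoprecipitation sequencing was examined in THP-1 cells labelled as Mo, Mϕ, M1 or M2. For each stage 3 libraries carried the label 5hmC antibody and 3 the label no antibody, and each library had its own list of peaks. The antibody-labelled lists held 6926 ± 1430 merged regions (SD, n = 12), which covered 1709 ± 390 kb. The no-antibody-labelled lists held 438 ± 286 regions (SD, n = 12), which covered 87.2 ± 65.3 kb. Median fold enrichment per list was 6.71 ± 0.115 (SD, n = 12) under the antibody label and 4.44 ± 1.09 (SD, n = 12) under the no-antibody label.

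The depth behind the lists was recovered from the fold and p-value of each peak. The libraries behind the no-antibody-labelled lists held 285073 to 757576 reads used in peak calling, and their controls 462857 to 821366. This is shallow for a transcriptome, though the depth of sequencing before reads were filtered is not known from it. The share of peaks that rested on 5 or fewer overlapping reads was 25.2 ± 1.56% (SD, n = 12) in antibody-labelled lists and 29.3 ± 15.0% (SD, n = 12) in no-antibody-labelled lists, where it ranged from 10.7% to 51.6%. For 6 of the 12 pairs of the same stage and number the read number of the antibody-labelled library could be computed on its own, and the largest difference from the control was 0.0214%. Of the 66 other pairings of a control with these libraries, 0 came within that difference, and their median difference was 21.6%. The antibody-labelled lists were therefore peaks of one library over its own surroundings, and in these 6 pairs (Mo-labelled replicate 3, Mϕ-labelled replicates 1 and 2 and the 3 labelled M2) the control of the no-antibody-labelled list had the read number of that library. For the other 6 pairs, among them all 3 labelled M1, only an upper limit was known. Each of these controls was under it, but so were 91 of 132 pairings of different libraries, so the source of these controls was not settled by read numbers.

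**Figure D1:**
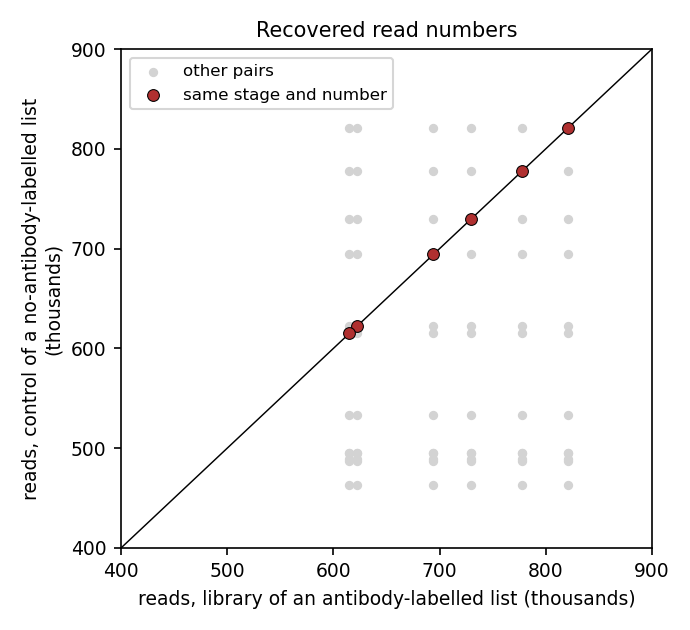
Reads recovered for the control of each no-antibody-labelled list (vertical axis, 1000 reads) against reads recovered for the library of an antibody-labelled list (horizontal axis, 1000 reads), with the line of equality. The 6 pairs of the same stage and number lie on the line, with a largest difference of 0.0214%, and the 66 other pairings do not.

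The stage labels were checked first. Because an antibody-labelled list marks where one library has piled-up reads, a gene with abundant RNA is more likely to hold a peak in it. Of the 28 genes of the interferon response list, 24.7 ± 1.15 (SD, n = 3) had a peak in lists labelled Mϕ and 8 ± 1 (SD, n = 3) in lists labelled M1. The lists labelled Mo held 10.0 ± 1.73 and those labelled M2 held 7.33 ± 0.577 (SD, n = 3 each). A peak in 3 of 3 lists labelled Mϕ and in 0 of the 9 others was found for 10 of these genes, namely CXCL9, CXCL10, CXCL11, GBP1, GBP2, GBP4, IFIT2, IL1B, ISG20 and TNF. Of the 24 genes of the undifferentiated cell list, 17.3 ± 0.577 had a peak in lists labelled M2, against 5.00 ± 1.73 under the label Mo (SD, n = 3 each). A peak in 3 of 3 lists labelled M2 and in 0 of the 9 others was found for HMGB2, MCM4, MCM6, RRM1, RRM2 and STMN1. The lists labelled M2 also held the most regions, and the marker numbers were not set against list length. Of the 24 genes of the macrophage differentiation list, 6.67 ± 0.577 had a peak in lists labelled M2, the fewest of any label, against 15.3 ± 1.15 under the label Mo (SD, n = 3 each). The interleukin 4 response list of 20 genes gave low numbers throughout, from 1.33 ± 0.577 under the label Mo to 4.33 ± 0.577 under the label M1 (SD, n = 3 each). The numbers differed between the 4 labels by exact permutation over 15400 divisions of the 12 lists, with adjusted p-values of 0.00545 for the interferon response list, 0.0128 for the undifferentiated cell and macrophage differentiation lists and 0.0442 for the interleukin 4 response list. The marker genes thus went against the stage labels, and each stage below is named as the libraries are labelled.

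**Figure D2:**
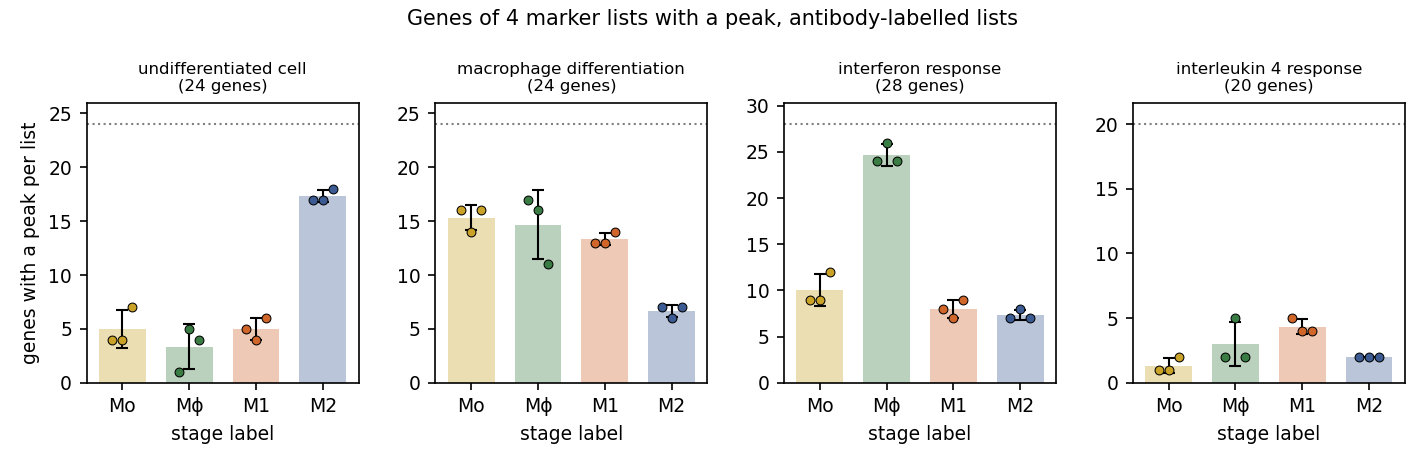
Number of genes of each marker list with a peak (vertical axis) by stage label (horizontal axis) in the antibody-labelled lists. Points are single lists, bars are means, error bars are SD (n = 3) and the dotted line is the size of the list; the interferon response genes were highest under the label Mϕ (24.7) and the undifferentiated cell genes under the label M2 (17.3).

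The first comparison set antibody-labelled against no-antibody-labelled libraries. Antibody-labelled lists held more regions in 12 of 12 pairs, by 4.22 on the log2 scale on average (exact sign-flip permutation test, two-sided, p = 0.000488, the smallest possible). Because the list of one kind was called without a control and that of the other kind with one, the difference does not measure enrichment by the antibody. The alternative that moved it most was the stricter threshold, which gave a log2 difference of 4.55. The ratio did not differ between stages beyond chance (exact permutation over 15400 divisions, p = 0.448).

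The number of regions was then compared between stages. Under the antibody label there were 6345 ± 817 regions in Mo-labelled, 6691 ± 1222 in Mϕ-labelled, 5719 ± 173 in M1-labelled and 8949 ± 391 in M2-labelled lists (SD, n = 3 each). The mean was 346 higher in Mϕ-labelled than in Mo-labelled lists (exact two-sided permutation, p = 0.7). It was lower by a change of −972 in M1-labelled than in Mϕ-labelled lists (exact permutation, p = 0.4), and without replicate 2 or 3 by −253 or −1617.5. M2-labelled lists held 2258 more regions than Mϕ-labelled lists, and all 3 lay above all 3 of the latter (exact permutation, p = 0.1, the smallest 3 against 3 can give). The 9 macrophage-labelled lists held 775 more regions than the Mo-labelled lists (exact permutation, p = 0.445), and 361.5 or 1328 more without replicate 2 or 3. None of these differences passed a threshold of 0.05, and for 3 against 3 none could. The difference between Mϕ-labelled and Mo-labelled lists changed direction without replicate 2, to −531. Depth differed between the labels: the controls with the numbers of the M2-labelled libraries held 776287 ± 45937 reads, those of Mo 550091 ± 65390, those of Mϕ 601493 ± 100290 and those of M1 479715 ± 14647 (SD, n = 3 each). Over the 12 lists the log2 number of regions rose with these reads (Pearson's r = 0.986, permutation, two-sided, p = 1.00e-05, the smallest the permutations can give, and 0.974 without the 2 farthest lists; Spearman's 0.902, permutation, p = 0.00016). A difference in the number of regions between stages is therefore not separated from one in depth.

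No-antibody-labelled libraries had 728 ± 433 regions in Mo-labelled, 350 ± 222 in Mϕ-labelled, 283 ± 107 in M1-labelled and 391 ± 153 in M2-labelled lists (SD, n = 3 each). The 3 polarisation and differentiation contrasts gave p-values of 0.3 for Mo against Mϕ, 0.7 for Mϕ against M1 and 0.8 for Mϕ against M2 (exact two-sided permutation). The 9 macrophage-labelled lists differed from the Mo-labelled lists by −387 regions (exact permutation, p = 0.0364). This difference rested on Mo-labelled replicate 1 with 1193 regions, and without it the difference was −154 (exact permutation, p = 0.273).

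**Figure D3:**
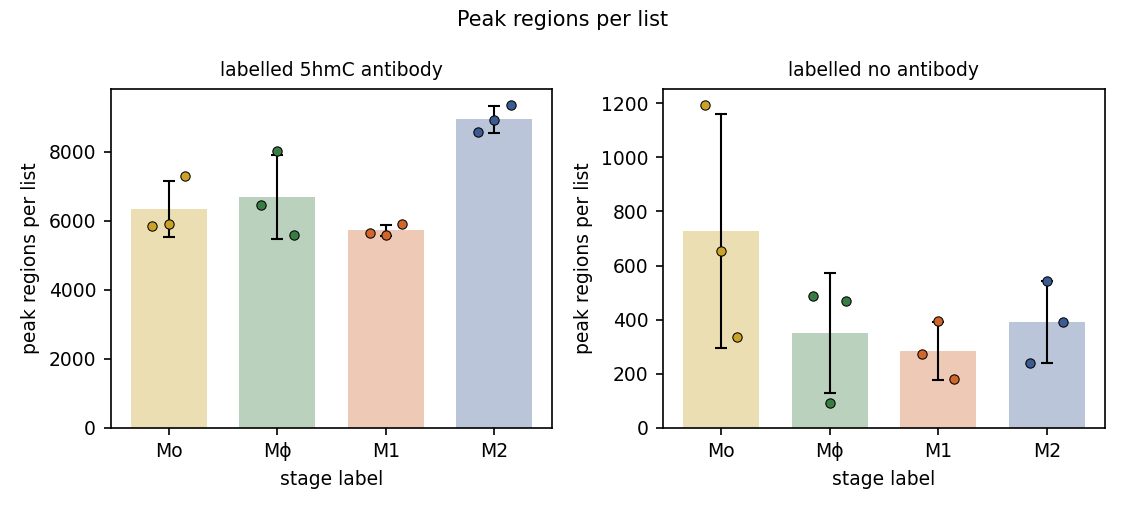
Merged peak regions per list (vertical axes, with different scales) by stage label (horizontal axis) for both library labels. Points are single lists, bars are means and error bars are SD (n = 3); M2-labelled lists held 8949 regions on average under the antibody label, and Mo-labelled replicate 1 held 1193 under the no-antibody label.

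Whether lists of one stage resembled each other more than lists of other stages was asked next. Under the antibody label the mean Jaccard index was 0.497 within stages and 0.399 between stages, a difference of 0.0979 (exact one-sided permutation over 15400 divisions, p = 6.49e-05, the smallest possible). The lists labelled M2 were the least like those of the other stages, with a mean index of 0.36 against 0.422 for Mo, 0.399 for Mϕ and 0.413 for M1. Under the no-antibody label the index was 0.116 within and 0.0843 between stages, a difference of 0.0315 (exact one-sided permutation, p = 0.00552). The lowest within-stage value was that of Mo, 0.0563, and the highest that of Mϕ, 0.166. Mo-labelled replicate 1 had a mean index of only 0.0363 with the 11 other no-antibody-labelled lists, while the others ranged from 0.0580 to 0.134. Leaving out replicate 1 or replicate 2 throughout gave p-values of 0.0571 and 0.114 for the no-antibody-labelled lists, with 2 lists left per stage.

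Both lists of a replicate overlapped slightly less than lists of the same stage with other numbers. The mean Jaccard index was 0.0168 for the same number and 0.0192 for other numbers (exact two-sided permutation within stages, p = 0.000772). A list called over its own control would lose the peaks of that control, and this was the direction observed. Of the regions in a no-antibody-labelled list, between 8.55% (Mo-labelled replicate 1, 102 of 1193) and 69.9% (Mϕ-labelled replicate 2, 65 of 93) overlapped the antibody-labelled list of the same number.

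Reproducible regions, those in at least 2 of 3 libraries, numbered 5459 in Mo-labelled, 5818 in Mϕ-labelled, 5040 in M1-labelled and 7795 in M2-labelled libraries under the antibody label. Of these, 3142 were common to all 4 stages, 360 were in Mo-labelled libraries alone and 286 were in all 3 macrophage stages but not in Mo. The largest set of a single stage was that of M2, with 2329 regions. Under the no-antibody label there were 186 reproducible regions in Mo-labelled, 146 in Mϕ-labelled, 112 in M1-labelled and 131 in M2-labelled libraries. Of the 385 regions reproducible in any stage, 268 were reproducible in exactly 1 stage, 16 in all 4, 95 in Mo alone and 2 in all macrophage stages but not in Mo. With lists of equal length the number in Mo alone was 7. Most no-antibody-labelled regions did not recur: 2861 of 3573 (80.1%) were in 1 library only, 6 were in 11 libraries and 0 in all 12. Under the antibody label 1953 of 18515 regions (10.5%) were in all 12.

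Regions that separated whole stages were counted next. Under the antibody label 15 regions were specific to Mo and 74 to macrophages, together 89, and 28 of the 220 choices of 3 libraries gave as many (exact one-sided permutation, p = 0.127). Between Mo and Mϕ there were 465 specific regions, between Mϕ and M1 589, and between Mϕ and M2 1476. In each of these the real division gave the most of the 10 possible splits, with medians over the splits of 100.5, 88.5 and 90 regions (exact one-sided permutation, p = 0.1 each, the smallest possible). Among no-antibody-labelled libraries 0 regions were specific to Mo or to macrophages, and the median over the 220 choices was 1. No test of single regions was made, so there is no count at an unadjusted p-value beside this 0. Between Mo and Mϕ 4 regions were specific, fewer than the median of 8.5 over the splits (exact permutation, p = 0.9). Between Mϕ and M1 there were 32, of which 26 were in Mϕ-labelled libraries, and between Mϕ and M2 there were 16 (exact permutation, p = 0.1 each).

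The regions of the antibody-labelled lists with the best mean rank of fold among those in all 12 libraries lay mostly in small non-coding RNA genes (hg38). The first was in RN7SL4P on chromosome 3 from 15738492 to 15738804, a non-coding RNA exon. It was followed by RPPH1 (chromosome 14, 20343047 to 20343455), the 5′ UTR of ITM2B (chromosome 13, 48233160 to 48233483), RN7SL5P (chromosome 9, 9441999 to 9442382) and RN7SKP71 (chromosome 12, 112267067 to 112267404). RN7SL and RN7SK copies are pseudogenes of abundant RNAs, and reads can be shared between the copies, so the gene of origin is uncertain. Regions specific to Mo-labelled libraries were led by an intron of VGLL4 (chromosome 3, 11559390 to 11559578), the 3′ UTR of RGS1 (chromosome 1, 192579370 to 192579680), an intergenic site on chromosome 3 (12287889 to 12288106), the 5′ UTR of BBC3 (chromosome 19, 47230875 to 47231149) and the CDS of PECAM1 (chromosome 17, 64375101 to 64375344). Regions specific to macrophage-labelled libraries were led by UBE2SP2 (chromosome 17, 18677454 to 18677736, non-coding RNA exon), the CDS of POLR3D (chromosome 8, 22245319 to 22245635), an intergenic site on chromosome 5 (111757471 to 111757722), an intron of MLEC (chromosome 12, 120693952 to 120694166) and the non-coding gene ENSG00000280407 (chromosome 17, 82251245 to 82251501). Each of the latter was in 8 of 9 macrophage-labelled libraries, and the counts of specific regions were within the range of other choices of 3 libraries.

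No region was in all 12 no-antibody-labelled libraries. The 6 regions in 11 of them were named after their values were seen. They were the 5′ UTR regions of MSL1 (chromosome 17, 40122072 to 40122553), GNAQ (chromosome 9, 78031276 to 78031862), QKI (chromosome 6, 163414647 to 163415136), LARP1 (chromosome 5, 154755359 to 154756144) and ATP2A2 (chromosome 12, 110281316 to 110281834) and an intronic region of IKZF1 (chromosome 7, 50334380 to 50335841).

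The genes that the study names for 5hmC, MYC among them as one without the modification, were looked up in every list. SPI1, QKI, FOXO3, MCL1, VIM, FAM20C, MFSD12, ARID1A and GRK2 had a peak in 12 of 12 antibody-labelled libraries, MYC in 11, APOE in 9 and FN1 in 1. In the no-antibody-labelled libraries SPI1, QKI and FAM20C had a peak in 11 of 12, GRK2 in 10, APOE and MCL1 in 7, MFSD12 and ARID1A in 6, FN1 and VIM in 2, FOXO3 in 1 and MYC in 0. SPI1, on chromosome 11 from 47354860 to 47378547, had a no-antibody-labelled region in an intron (47356158 to 47357504) in 7 libraries and one in its 3′ UTR (47354966 to 47355301) in 6. The MCL1 region (chromosome 1, 150579246 to 150579503) lay in the CDS and was in 7 libraries. The APOE region in the CDS (chromosome 19, 44908710 to 44909259) was in 2 Mo-labelled, 3 Mϕ-labelled, 2 M1-labelled and 0 M2-labelled libraries, and the antibody-labelled libraries also had no APOE peak under the label M2, against 3 of 3 under each other label. The regions of FN1 (chromosome 2, 215435896 to 215436049, 5′ UTR) and VIM (chromosome 10, 17229422 to 17229641, CDS) were each in 2 M1-labelled libraries and in no library of another label. These are single genes with 3 libraries per stage, so no test of a single gene could pass 0.05 in a comparison of a pair of stages.

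The annotated location of the summits was compared between both labels over 12 pairs. The CDS held 36.6 ± 1.49% of antibody-labelled and 20.3 ± 4.03% of no-antibody-labelled summits (SD, n = 12). The difference of 16.3 percentage points was positive in 12 of 12 pairs (exact sign-flip permutation, two-sided, adjusted p = 0.000977). Introns held 23.5 ± 3.25% and 32.4 ± 9.47%, a difference of −8.84 points, and intergenic sequence 4.65 ± 0.159% and 11.5 ± 3.15%, a difference of −6.81 points, each negative in 12 of 12 pairs (SD, n = 12, exact permutation, adjusted p = 0.000977 each). The difference for non-coding RNA exons was −2.73 points, positive in 2 of 12 pairs (exact permutation, adjusted p = 0.0403). The 5′ UTR held 23.9 ± 1.99% and 19.7 ± 9.13% and the 3′ UTR 7.40 ± 0.583% and 9.54 ± 7.58% (SD, n = 12), and neither difference passed the threshold (exact permutation, adjusted p = 0.175 and 0.444). When the whole interval in place of the summit was assigned, the 5′ UTR difference grew to 16.2 points (exact permutation, adjusted p = 0.00220). The share of single lists varied most under the no-antibody label: 58.5% of the summits of Mo-labelled replicate 1 were intronic (Wilson 95% interval 55.7% to 61.3%), and 27.1% of those of M1-labelled replicate 3 were in 3′ UTRs. Between Mo-labelled and macrophage-labelled libraries no class differed under the antibody label, the largest difference being 2.03 points for introns (exact two-sided permutation, adjusted p = 0.45 for each of the 6 classes, 0 classes at an unadjusted p under 0.05). Set apart by all 4 labels, a comparison chosen after the data were seen, the antibody-labelled lists did differ. Introns held 28.6 ± 0.638% under the label M2, against 22 ± 0.524% under Mo, 23.2 ± 0.0471% under Mϕ and 20.4 ± 0.399% under M1 (SD, n = 3 each, exact permutation over 15400 divisions, adjusted p = 0.00039). The 5′ UTR held 21.2 ± 0.422% under M2 and 23.8 to 26.0% under the other labels (SD, n = 3 each, exact permutation, adjusted p = 0.00377), and the CDS 34.5 ± 0.648% and 36.5 to 38.2% (SD, n = 3 each, exact permutation, adjusted p = 0.000584). For these 3 classes all 3 lists labelled M2 lay beyond the 9 others. The 3′ UTR and non-coding RNA exons also differed between the labels (exact permutation, adjusted p = 0.00633 and 0.00958), with 6.76 ± 0.288% and 4.16 ± 0.116% under M2 against 7.10 to 8.03% and 3.62 to 3.91% under the others (SD, n = 3 each), and 2 of 3 lists labelled M2 beyond the 9 others in each. Intergenic sequence did not differ (exact permutation, adjusted p = 0.64), so 5 of 6 classes passed the threshold. The comparison of Mo with pooled macrophage labels does not show this. Between Mo-labelled and macrophage-labelled lists under the no-antibody label no class differed (exact two-sided permutation, smallest adjusted p = 0.627, 0 classes at an unadjusted p under 0.05). Nor did a class differ between all 4 labels there (exact permutation over 15400 divisions, adjusted p from 0.686 to 0.815).

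**Figure D4:**
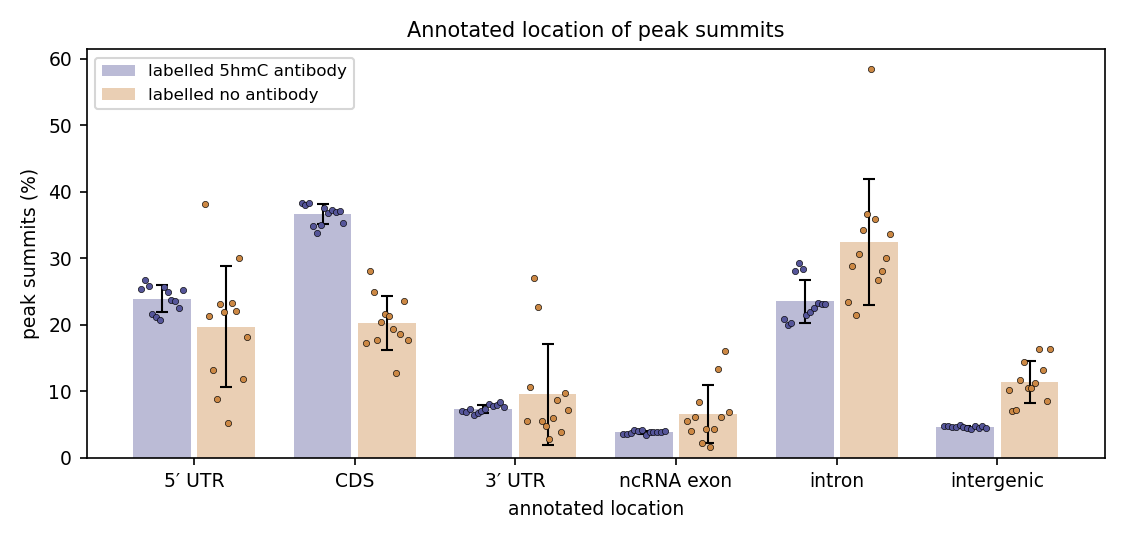
Share of peak summits (vertical axis, percent) by annotated location (horizontal axis) for both library labels. Points are single lists, bars are means and error bars are SD (n = 12); the CDS held 36.6% under the antibody label and 20.3% under the no-antibody label.

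Sequence motifs were counted at the summits. TCC occurred 1.81 ± 0.0190 times per 100 nt at antibody-labelled summits and 2.08 ± 0.0423 times at 500 nt away (SD, n = 12), a difference of −0.273 that was negative in 12 of 12 libraries. Under the no-antibody label the difference was −0.448, again negative in 12 of 12. CCG was higher at summits in 12 of 12 libraries of both labels, by 1.85 and 1.53 per 100 nt. CA was lower in 12 of 12 libraries of both labels, with differences of −0.760 and −1.10. All of these had an adjusted p of 0.000488 (exact sign-flip permutation, two-sided, the smallest possible). Set against positions of the same annotated class, TCC differed by −0.0360 under the antibody label (exact permutation, adjusted p = 0.000488) and by −0.132 under the no-antibody label (exact permutation, adjusted p = 0.206). The repeat TCCTCC, counted after the data were seen, was in 5.39 ± 0.208% of antibody-labelled summit windows and 6.68 ± 0.193% of those 500 nt away (SD, n = 12), a difference of −1.29 points (exact sign-flip permutation, adjusted p = 0.000977, lower in 12 of 12). In no-antibody-labelled lists the difference was −0.758 points, with the repeat higher at summits in 4 of 12 lists (exact permutation, adjusted p = 0.174).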

Values the study reported

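The study reported between 151 and 182 5hmC peaks per stage, which lay in 128 to 161 genes. It gave 31 peaks as common to monocytes and macrophages, 99 as exclusive to monocytes and 26 as shared by all macrophages. About 25% of the peaks were placed in each of the CDS, introns and 5′ UTR.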

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

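The alternatives were fixed before the data were examined, except for all basic transcripts, the counts of reproducible and specific regions without each replicate number, the comparisons without Mo replicate 1, and every alternative for the stage comparisons of numbers and locations in no-antibody-labelled lists, which were chosen after the data were seen. Stages are named as the libraries are labelled, against which the marker genes went.

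The excess of regions in antibody-labelled lists, on the log2 scale, stayed between 4.13 and 4.55 under its 7 alternatives. The CDS, intron and intergenic differences between the labels, the CCG and CA differences of both labels and the TCC difference of antibody-labelled lists kept their direction and their side of the threshold under each alternative run, though with controls of the same annotated class the last shrank from −0.273 to −0.0360. So did the similarity of antibody-labelled lists within stages, by 0.0387 to 0.129. Chromosomes 1 to 22, X and Y only, unmerged intervals, an overlap of at least 50%, all basic transcripts and a window of 51 nt changed no call. In comparisons of 3 against 3 no call was possible, so their unchanged calls say nothing about stability.

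With a −log10 q-value of at least 5, reproducible regions of no-antibody-labelled lists numbered 90 in Mo, 91 in Mϕ and 84 in M2, with 30 in Mo alone, and 224 antibody-labelled regions were in Mo alone. Specific regions of no-antibody-labelled lists numbered 1 between Mo and Mϕ and 14 between Mϕ and M1. The difference in regions of no-antibody-labelled lists between Mo and macrophages was −218 (exact permutation, two-sided, p = 0.0955), that between Mϕ and M1 turned to 23, and the difference in non-coding RNA exons between Mo and macrophages turned to −0.760 points. Fewer peaks pass a stricter threshold, and for the 2 reversals the cause was not tested.

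With lists of equal length, reproducible regions of no-antibody-labelled lists fell to 39 in Mo, 59 in Mϕ, 40 in M1 and 38 in M2, with 3 common to all 4 stages, 7 in Mo alone and 1 in all macrophage stages but not in Mo. There were 18 regions specific to Mϕ or M1. These lists hold only as many regions as the shortest one, which explains the fall. Regions of antibody-labelled lists specific to Mo or to macrophages numbered 79 (exact one-sided permutation, p = 0.0318), past the threshold that the 89 of full lists did not pass. The cause was not tested.

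When 3 of 3 libraries were required, 3638 antibody-labelled regions were reproducible in Mo and 3355 in M1, with 1953 common to all 4 stages and 228 in Mo alone. The no-antibody-labelled lists kept 22 in Mo, 42 in Mϕ, 30 in M1 and 40 in M2, with 0 common to all 4 stages, 10 in Mo alone and 1 in all macrophage stages but not in Mo. A stricter rule gives fewer regions by construction.

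Assigning whole intervals favours the class that comes first in the order, and the 5′ UTR difference between the labels rose to 16.2 points (exact sign-flip permutation, adjusted p = 0.00220). The CDS difference of no-antibody-labelled lists between Mo and macrophages turned to −0.0230 points. With controls of the same annotated class the TCC difference of no-antibody-labelled lists was −0.132 (exact sign-flip permutation, adjusted p = 0.206).

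Whether equal replicate numbers mark a shared batch across stages was tested by correlating the deviations of libraries from their stage means. The mean correlation over 18 pairs was −0.000452 (range −0.0197 to 0.0246) in antibody-labelled and 0.0188 (range −0.167 to 0.161) in no-antibody-labelled lists. The numbers were not used as a block across stages. For no-antibody-labelled lists a small mean over pairs of both signs does not exclude a shared batch. With the replicate block, the difference of no-antibody-labelled lists between Mo and macrophages stayed at −387 regions but did not pass the threshold (exact permutation within blocks, p = 0.0625), and 19 other results kept their call.

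Across the 3 fits that each left out 1 replicate number, the change in regions of antibody-labelled lists from Mo to Mϕ ranged from −531 to 1364, that from Mϕ to M1 from −1617.5 (without replicate 3) to −253 (without replicate 2) and that from Mo to macrophages from 361.5 (without replicate 2) to 1328 (without replicate 3). In no-antibody-labelled lists the change ranged from −251 to 44 from Mϕ to M1, from −163 to 186.5 from Mϕ to M2 and from −586 to −150 from Mo to macrophages. Leaving out Mo replicate 1 alone gave −154 for the last (exact permutation, p = 0.273), so the call rested on that library. The similarity of no-antibody-labelled lists within stages ranged from 0.0283 to 0.0338. It did not pass the threshold without replicate 1 (exact permutation, p = 0.0571) or without replicate 2 (exact permutation, p = 0.114), and did in the separate comparison without Mo replicate 1 alone, at 0.0374 (exact permutation, p = 0.00494). The difference between own and other overlap ranged from −0.00282 to −0.00180, where the design with 2 numbers cannot pass the threshold. The non-coding RNA exon difference between the labels ranged from −3.28 to −2.25 points and did not pass the threshold without replicate 1 (exact sign-flip permutation, adjusted p = 0.0844) or without replicate 3 (exact permutation, adjusted p = 0.246). Between Mo and macrophages the intergenic share of antibody-labelled lists moved from −0.0595 to 0.276 points, and in no-antibody-labelled lists the 5′ UTR from −4.34 to 8.09 and non-coding RNA exons from −2.23 to 4.10 points. The intron share of no-antibody-labelled lists moved most, from −0.466 points without replicate 1 to −17.9 points without replicate 3, where the unadjusted p was 0.0357 and the adjusted p 0.214 (exact permutation). With all libraries it was −10.7 points.

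With 2 libraries per stage, reproducible means 2 of 2. No-antibody-labelled lists then held 35 to 110 reproducible regions in Mo, 48 to 126 in Mϕ, 47 to 76 in M1 and 51 to 107 in M2, with 1 to 4 common to all 4 stages, 14 to 70 in Mo alone and 1 to 2 in all macrophage stages but not in Mo. Specific regions rise because fewer libraries have to hold or lack them. In antibody-labelled lists they numbered 189 to 274 for Mo against macrophages, 1071 to 1242 for Mo against Mϕ, 1126 to 1360 for Mϕ against M1 and 2392 to 2571 for Mϕ against M2. In no-antibody-labelled lists they numbered 8 to 40, 29 to 82, 51 to 89 and 44 to 71 in the same order.

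The depth limits what a missing peak means. With a median of 5 to 90 overlapping reads per peak in a no-antibody-labelled list, a region called in 1 library and missed in another is not shown to differ between them.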

Other observations

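Chosen after their results were seen were the tests of how the 2 lists of a pair are labelled, the use of the TCC comparison within annotated classes as a test of base composition (the comparison itself was planned as an alternative), the relation of antibody-labelled regions to depth, and the question of whether stage labels are out of place. That question arose after APOE was seen to be absent from lists labelled M2, after the short tags in the names of the deposited lists had been read (M0 for the label Mo, M1 for Mϕ, M2 for M1 and ND for M2, which differ from the labels used here), and after the regions had been set beside those the study lists for each stage, a comparison that is not used here. The marker lists were then written before their peaks were counted. The other tests were laid down before their results were seen.

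The lists carrying the antibody label were called from 1 library without a control, and those carrying the no-antibody label were called over a control. One candidate explanation is that the 2 lists of each pair are filed under each other's label. It needs each control to have the read number of the antibody-labelled library of the same stage and number, and the largest difference over 6 pairs was 0.0214%, with 0 of 66 other pairings that close. The values also leave room for labels that are right, if each input was set against its immunoprecipitated sample. Of the 11 genes that the study names as modified, 8 had a peak in at least 6 of 12 no-antibody-labelled lists. In antibody-labelled lists 10 of them did, but those lists held 6926 regions on average against 438 in no-antibody-labelled lists. The counts of genes were not set against list length, so they do not decide between the readings. MYC, which the study names as not modified by 5hmC, had a peak in 0 no-antibody-labelled and 11 antibody-labelled lists, which goes with an exchange but is 1 gene. The other genes were picked by the study from these libraries, and no value here tells an input from an immunoprecipitated library, so whether the labels are right cannot be told apart from an exchange.

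The number of reproducible regions per stage in no-antibody-labelled lists was 112 to 186, and in antibody-labelled lists 5040 to 7795. The former are of the same order as the numbers of 5hmC peaks per stage in the study, and the latter are higher by more than an order of magnitude. Lists called without a control also mark abundant RNAs, and this was not tested as the cause. Regions common to all 4 stages numbered 16 in no-antibody-labelled lists, lower than in the study. With lists of equal length there were 3, and the rule by which the study merged replicates was not tested. Regions in all macrophage stages but not in Mo numbered 2, lower than in the study. If the stage labels are out of place, this set holds other cells than its name says. With M2 in the place of Mo, regions in Mo, Mϕ and M1 but not in M2 numbered 17. This is closer to the study but still lower, and was not tested. The number in Mo alone, 95, was close to that of the study, but it depended on the settings: it was 30 with a −log10 q-value of at least 5, 10 when 3 of 3 libraries were required, 7 at equal length and from 14 to 70 when a replicate number was left out. The doubt about the stage labels holds for this set too, and regions in M2 alone numbered 67, further from the study.

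Lists labelled M2 held the most regions of the antibody-labelled lists and had the lowest Jaccard index with other stages. Deeper libraries under the M2 label were weighed first, with the reads of the same-numbered control standing for those of each antibody-labelled library. The lists labelled M2 had the 3 deepest libraries, with 729538 to 821366 reads. Over the 12 lists the log2 number of regions rose with the reads (Pearson's r = 0.986, permutation, two-sided, p = 1.00e-05, the smallest the permutations can give, and 0.974 without the 2 farthest lists; Spearman's 0.902, permutation, p = 0.00016). Over the 9 lists with other labels Pearson's r was 0.958 (permutation, p = 0.00022, and 0.921 without the 2 farthest; Spearman's 0.767, permutation, p = 0.0217). Depth is thus a candidate explanation for the high number of regions under the label M2, and it is confounded with that label. For the low Jaccard index depth was weighed separately. At equal length the index of the M2-labelled lists was still the lowest, 0.393 against 0.415 for Mϕ as the next, but the gap was narrower than with full lists (0.36 and 0.399). Equal length matches the number of regions and not the depth, so this comparison does not decide. With full lists, pairs of an M2-labelled list with another stage had indices of 0.330 to 0.383. Other pairs of different stages had 0.394 to 0.486. Mo-labelled replicate 3 and Mϕ-labelled replicates 1 and 2 held 615112 to 694278 reads. They were nearer in depth to M2-labelled replicate 1 (729538) than to any M1-labelled list (at most 489323). Yet their indices were 0.354 to 0.383 with the former and 0.394 to 0.458 with the latter. This argues against depth as the whole cause, not as a part.

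A candidate explanation is that stage labels are out of place. If they are right, the interferon response genes should be most frequent under the label M1, and they were most frequent under the label Mϕ, with 24.7 of 28 genes. The undifferentiated cell genes should be most frequent under Mo and were most frequent under M2, with 17.3 of 24. The lists labelled M2 were the deepest and the numbers were not repeated at equal depth, so depth may have added to this one. The macrophage differentiation genes should be fewest under Mo and were fewest under M2, with 6.67 of 24, although those lists were the deepest. The interleukin 4 response genes were most frequent under M1, with 4.33 of 20. Each list labelled M1 held 4 to 5 of them and each labelled M2 held 2. This is the weakest of the 4 lists, since its numbers are low and single lists labelled Mϕ also held 2 to 5. All these numbers are from antibody-labelled lists, and in no-antibody-labelled lists they were too low to decide. There the interferon response genes were highest under Mo, with 2, against 1.67 under Mϕ and 0.333 under M1. The undifferentiated cell genes were highest under M2 (0.667), where the macrophage differentiation genes were fewest (1.33). The interleukin 4 response genes were highest under M1 (1). FN1 and VIM, which the study ties to M2, had their no-antibody-labelled regions in 2 lists labelled M1 and in no others, which was noticed after the values were seen and not tested. The libraries labelled M2 may thus come from undifferentiated cells, those labelled Mϕ from cells treated with lipopolysaccharide and interferon gamma and, with less support, those labelled M1 from cells treated with IL-4 and IL-13. The tags M1 on lists labelled Mϕ and M2 on lists labelled M1 point the same way. So would ND on lists labelled M2 if it means undifferentiated cells, and M0 on lists labelled Mo if it means resting-like macrophages. The tags do not come from the peak counts. They were read before the marker lists were written, so tags and markers are not independent tests. The libraries labelled Mo held the most macrophage differentiation genes, 15.3 of 24, which fits poorly with monocytes. They held 10.0 of 28 interferon response genes, against 24.7 under Mϕ, and the fewest interleukin 4 response genes, 1.33 of 20. They may thus come from resting-like macrophages, with the support of the interleukin 4 list the weaker. Tested against the other 9 lists alone, the stage each list was written for did not differ (exact permutation, two-sided, p = 0.295 for interferon response, 0.441 for undifferentiated cell, 0.2 for macrophage differentiation and 0.491 for interleukin 4 response). Peaks stand in for abundance here, THP-1 cells of each stage express some genes of each list, and a true difference in 5hmC between stages remains untested. Where the control of a list is the library of the same stage and number, as the read numbers show for 6 of 12 pairs, a wrong stage label would hold for both lists of a pair, and the stage comparisons would then carry the wrong names. The mapping from labels to cells was not changed.

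The number of regions per no-antibody-labelled list ranged from 93 to 1193. The number of reads of the list's own library was weighed as a cause. Its Pearson correlation with the log2 number of regions was 0.251 (permutation, two-sided, p = 0.425) and Spearman's 0.0210 (permutation, p = 0.955), and without the 2 lists farthest from the rest Pearson's was −0.242. For the number of reads of the control they were −0.203 (permutation, p = 0.530) and −0.0559 (permutation, p = 0.869), and without the 2 farthest −0.476. Over the 12 lists neither relation passed the threshold. The sign changed for the list's own reads and was negative throughout for those of the control, and an effect of either depth cannot be told apart from none.

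Most regions of the no-antibody-labelled lists were called in 1 library only, and peaks resting on few reads may be part of the reason. Within lists, peaks of more than 5 reads recurred in another list more often than those of 5 or fewer by 43.6 points, in 12 of 12 lists (exact sign-flip permutation, two-sided, p = 0.000488, the smallest possible). Of the peaks with 5 or fewer reads 24.9 ± 11.6% recurred, of those with 6 to 20 reads 54.2 ± 18%, and of those with more than 20 reads 80.0 ± 12.6% (SD, n = 12). Pooled over the lists the shares were 21.5%, 36.7% and 77.1%. Few reads are not the whole reason: Mo-labelled replicate 1 supplied 951 of the 2861 regions called in 1 library only, and just 104 of its 802 peaks with 6 to 20 reads (13%) recurred. A biological difference between replicates was not tested.

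Mo-labelled replicate 1 held the most regions and the highest intron share of the no-antibody-labelled lists. Reads from genomic DNA would fall on introns and intergenic sequence in about the ratio of their bases, which is 50.9% intron. Of its summits in either class 84.8% were intronic (Wilson 95% interval 82.2 to 87.1%). Every other list also lay above that ratio, the lowest being no-antibody-labelled Mo replicate 3 with 62.1%. The ratio is one of reads and not of called peaks. The share therefore does not decide whether genomic DNA was a source in this library. Unspliced RNA was not tested, and no biological explanation was tested for a single library.

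TCC was rarer at summits than 500 nt away. The base composition of the annotated class was weighed as the whole cause. Against windows of the same class the difference was −0.0360 per 100 nt in antibody-labelled lists (exact sign-flip permutation, adjusted p = 0.000488). Against windows 500 nt away it was −0.273. The class windows came from all canonical transcripts and were not matched for base content. Against them the CCG difference was 2.42, and 1.85 against windows 500 nt away, so they were further from the summits in CCG content. The TCC difference within classes therefore does not decide whether composition is the whole cause. In no-antibody-labelled lists it was −0.132 (exact permutation, adjusted p = 0.206), where composition cannot be told apart from a lower density at summits. The study reported UCC-rich repeats, and also CCG- and CA-rich motifs, from a de novo motif search. Exact short strings at the summits of single lists, counted here, are another measure on another set of peaks. By it CCG was higher and CA lower at the summits of both labels. No mean excess of TCC or TCCTCC was found at the summits of either label. In single lists, TCCTCC was higher at summits in 4 of 12 no-antibody-labelled lists.

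Other divisions of the libraries gave as many specific regions as the labels in the following numbers of cases. For Mo against macrophages it was 28 of 220 in antibody-labelled and 220 of 220 in no-antibody-labelled lists. The former does not exclude chance, and at equal length the count of 79 passed the threshold (exact one-sided permutation, p = 0.0318). The latter follows from the count of 0 and tests nothing. In antibody-labelled lists it was 1 of 10, the real division alone, for Mo against Mϕ, for Mϕ against M1 and for Mϕ against M2. In no-antibody-labelled lists it was 9 of 10 for Mo against Mϕ, 1 of 10 for Mϕ against M1 and 1 of 10 for Mϕ against M2. With 10 divisions the share is never under 0.1, so none of these counts can pass the threshold on its own, and for each of these counts a difference between the stages cannot be told apart from chance by the divisions. For the antibody-labelled lists the similarity within stages over all 12 lists, at p = 6.49e-05 by exact permutation, is evidence that the labelled stages differ as a set, and the stage that each label stands for is another question.

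A stretch of chromosome 21 with copies of ribosomal RNA genes held 0.579 ± 0.0781% of the peaks in antibody-labelled and 6.78 ± 7.44% in no-antibody-labelled lists (SD, n = 12), up to 25.9% in a single list. The mitochondrial genome held 0.154 ± 0.0247% and 0.966 ± 2.52% (SD, n = 12). The latter rests on Mϕ-labelled replicate 2 with 8.93%, and the other 11 lists held at most 0.775%. The ratio of the numbers of regions under both labels, and the difference in each location class, did not differ between the 4 stages (exact permutation over 15400 divisions, adjusted p from 0.647 to 0.889, 0 of 7 tests at an unadjusted p under 0.05).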
